A study of Mus musculus with 60 samples.

How the data were processed

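The series holds 60 samples. The 27 analysed here are RNA sequencing libraries of tailbuds of single mouse embryos; the other 33, chromatin immunoprecipitation and input libraries of mouse embryonic stem cells, were not analysed here. Genotype, somite number and embryo number were taken from the sample titles. The titles give the genotype only as wild type or mutant, and the design text of the series names the mutated protein. The labels give no litter, sex, batch or sequencing date for the embryos.

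The authors deposited 1 table per library. Per the file headers, each table lists for 117135 transcripts a length, an effective length, a TPM value (a length-scaled relative abundance) and an estimated count of reads; the column names are those that the program salmon writes. The deposited estimated counts summed to a different total in each library, and 11.5% of those above 0 were whole numbers. The deposited TPM values are relative to the library and to the effective lengths the authors estimated. These effective lengths differed between libraries by a median of 3.97% of the transcript length over the tested transcripts, and for 5191 transcripts they exceeded the length in some library. The version of the program, the annotation release, the genome build, the strandedness and the correction of bias are not stated in the labels or headers. Such programs divide reads that match several transcripts by estimation, so transcripts of one gene, or of near-identical genes, can trade reads.

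The plan, fixed before the data were examined, summed transcripts to genes. The transcripts carry versioned Ensembl transcript identifiers, and the tables of gene names at hand list gene identifiers and RefSeq accessions, which match 0 of them. No gene name was therefore given to any transcript, and every test was run per transcript. What needed gene names was not run: the gene lists, the expression of Jarid2, called genes near Jarid2, the spread of segmentation clock genes and the covariate of Y-linked genes. The planned rule named up to 5 genes in each direction with the smallest adjusted p among those called with one sign at all 4 stages, and only genes with a symbol, so it names none. In its place the 2 transcripts higher and the 2 lower in mutants with the smallest p among those with one sign at all 4 stages are given, a choice made after their values were seen. No position in the genome is given because the tables hold none.

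Estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Transcripts were kept with filterByExpr on the 8 groups of genotype and stage, which left 45394 of the 89010 with any count; the share of counts outside this filter was 0.105% to 0.246% per library. Libraries were scaled with TMM factors. Quasi-likelihood fits (glmQLFit, glmQLFTest) gave log2 fold changes, and standard errors were taken as the size of the change over the square root of F. Transcripts with a Benjamini-Hochberg adjusted p under 0.05 were called. The genotype effect over all stages had stage as a factor. Stage effects and their interaction came from 1 fit of the 8 groups. Slopes per somite were fitted in the 16 wild-type and the 11 mutant embryos apart, with filters of their own, and the difference of slopes in all 27. Log2 CPM values for correlations used a prior count of 2. For the relation of the genotype effect to the wild-type slope both were fitted by least squares on log2 CPM, and genotype was permuted 100 times within stages.

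The alternatives were DESeq2 1.42.0, limma 3.58.1 with voom and quality weights, 1 surrogate variable from sva 3.50.0, other filters and scalings, the effective lengths as an offset, a block for the embryo number, other treatments of stage, and fits that each left out an embryo. Alternatives chosen after the data were seen were a covariate of transcripts that switch on or off together, a robust fit, and sums of transcripts up to 3 rows apart in the table whose residuals had a correlation under -0.5. Fits that would leave 1 mutant in a stage were not made for the stage effects or the interaction. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

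The procedure was tested on simulated counts with the means, spread and library sizes of the 45394 transcripts, with 200 of them changed by 1 log2 unit. For the genotype effect over all stages edgeR recovered 33% of the changed transcripts, and 62.9% of those with a mean of at least 1 CPM. At the single stages it recovered 11% at 12 somites, 12% at 13, 12.5% at 14 and 19.5% at 16 somites. For the interaction, with a change of 2 log2 units at 16 somites, it recovered 22.5%. Slopes amounting to 1 log2 unit from 12 to 16 somites were recovered for 15% of the changed transcripts in wild type and 2.5% in mutants, and a difference in slope of 2 units for 23%. False calls numbered 0 to 2 at each single stage, 1 of 46 for the interaction, 2 of 32 for the wild-type slopes, 5 of 10 for the mutant slopes, 12 of 78 for the genotype effect and 18 of 64 for the difference in slopes. Simulated transcripts varied independently, so false calls in the data can be more frequent. With genotype exchanged within stages in the real embryos, 24 of 100 splits gave 0 interaction calls, with a median of 1 and up to 7. At 16 somites 83 of 100 splits gave 0 calls. Libraries held 20908470 to 27090684 counts, and 24424 transcripts had a mean of at least 1 CPM.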

Results

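RNA from the tailbud of single mouse embryos was sequenced in 27 libraries, 16 from wild-type embryos and 11 from mutants. The tailbud is the tissue at the posterior end of the embryo from which new somites, the paired blocks of the body axis, are laid down. The design text of the series describes the mutants as carrying an amino acid substitution in JARID2, an accessory subunit of Polycomb repressive complex 2 (PRC2), which silences developmental genes through methylation of histone H3. Embryos were staged by somite number. Each of the stages of 12, 13, 14 and 16 somites held 4 wild-type embryos. The stages of 12, 13 and 14 somites held 2 mutants each, and 5 mutants had 16 somites. The total estimated count per library ranged from 20908470 to 27090684, and between 44611 and 50436 of the 117135 annotated transcripts had a count. Values are given per transcript, because the deposited tables pair no transcript with a gene.

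Pairs of embryos of one group had a median Pearson r of 0.891 across transcripts on the log2 scale of CPM (counts scaled to the library total), and pairs from different groups one of 0.892. The spread between embryos of a group was therefore about as large as that between groups. All 37 within-group pairs differed by more than counting error alone, with a chi-square per degree of freedom of at least 12.0. Division of reads between transcripts by estimation can add to this value. What repeat sequencing of one library would give was therefore not measured. Mutant embryo 1 at 16 somites had the lowest total, 20908470, and a mean r to its group of 0.836, against 0.874 to 0.878 in the other mutants of that stage. Wild-type embryo 4 at 14 somites had a mean r to its group of 0.864.

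**Figure D1:**
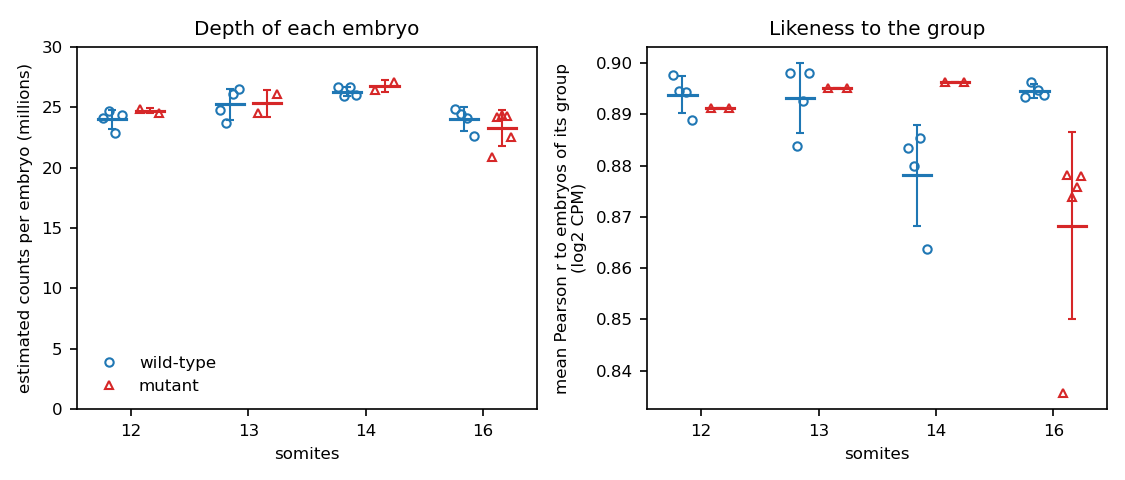
Total estimated counts per library (left) and the mean Pearson r of each embryo to the others of its group on log2 CPM (right), by somite number; each point is 1 embryo, circles are wild type, triangles are mutants, and bars show the mean and SD of the group. Totals lie between 20908470 and 27090684, and mutant embryo 1 at 16 somites has the lowest r, 0.836.

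The first comparison asked which transcripts differed between mutant and wild-type tailbuds once stage was taken into account. Of 45394 transcripts tested with edgeR's quasi-likelihood test, 7 had a Benjamini-Hochberg adjusted p under 0.05, 4 higher and 3 lower in mutants. Log2 fold changes of the 4 higher ones ran from 0.41 to 0.54, and those of the 3 lower ones from -0.33 to -1.35. At an unadjusted p under 0.05 there were 3462 transcripts, where 2270 were expected if none differed. All 7 had a change of one sign at all 4 stages. The count depended on the settings. None of the 7 was called with a block for the embryo number, where 0 transcripts were called and 2129 had an unadjusted p under 0.05, or without the embryos of 16 somites, where 0 were called and 2282 did. The block joined embryos by their number, which showed no pairing. Embryos without a same-numbered partner then carried no information on genotype. DESeq2 called 189 transcripts, the same 7 among them. limma voom with quality weights called 42, the 7 included. On simulated counts of the same design DESeq2 made 94 false calls among 176, edgeR 12 among 78 and limma voom 5 among 72, with 41%, 33% and 33.5% of the changed transcripts recovered. Removing 1 embryo was enough to change the count: it fell to 1 in 11 of the 27 fits that each left out an embryo, and it rose to 23 without wild-type embryo 2 at 14 somites, to 18 without embryo 4 of that group, and to 11 without mutant embryo 5 at 16 somites.

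The transcript with the smallest adjusted p, ENSMUST00000102781.9, was lower in mutants. Its level was 66.7 ± 4.34 CPM (SD, n = 16) in wild type and 52.5 ± 4.52 CPM (SD, n = 11) in mutants, a log2 fold change of -0.34 with a standard error of 0.045 and an adjusted p of 0.00249. All 11 mutants lay below all 16 wild-type embryos, whose lowest value was 59.2 CPM against a highest of 58.9 CPM in mutants. The change at the single stages was -0.43, -0.39, -0.38 and -0.25 from 12 to 16 somites. None of these stage changes passed an adjusted p of 0.05, the smallest being 0.421. The pooled change kept an adjusted p under 0.05 in all 27 fits that each left out an embryo and in 12 of 14 other alternatives, with adjusted p from 1.15e-12 to 0.735 over the latter. ENSMUST00000033418.7 was also lower in mutants, at 0.666 ± 0.217 CPM (SD, n = 11) against 1.65 ± 0.514 CPM (SD, n = 16), with a log2 fold change of -1.35, a standard error of 0.22 and an adjusted p of 0.0372. It is a low transcript, with 9 to 86 counts per library, and 12 of those 27 fits called it.

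Of the transcripts higher in mutants, ENSMUST00000170296.1 had the smallest p, although 3 of the 4 shared one adjusted p. It stood at 17.7 ± 2.61 CPM (SD, n = 16) in wild type and 23.3 ± 2.59 CPM (SD, n = 11) in mutants, with a log2 fold change of 0.42, a standard error of 0.069 and an adjusted p of 0.0372. ENSMUST00000215300.1 rose from 129 ± 20.7 CPM (SD, n = 16) to 187 ± 43.3 CPM (SD, n = 11), a log2 fold change of 0.54 with a standard error of 0.091 and an adjusted p of 0.0372. In all 11 mutants both transcripts lay above the wild-type mean of the stage, but the ranges of the genotypes overlapped, with 6 and 8 mutants above every wild-type embryo. These 2 calls were kept in 7 and 10 of the 27 fits that each left out an embryo. Reads shared with other transcripts of the same gene or with near-identical copies are divided by estimation, so each value is uncertain to that extent.

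**Figure D2:**
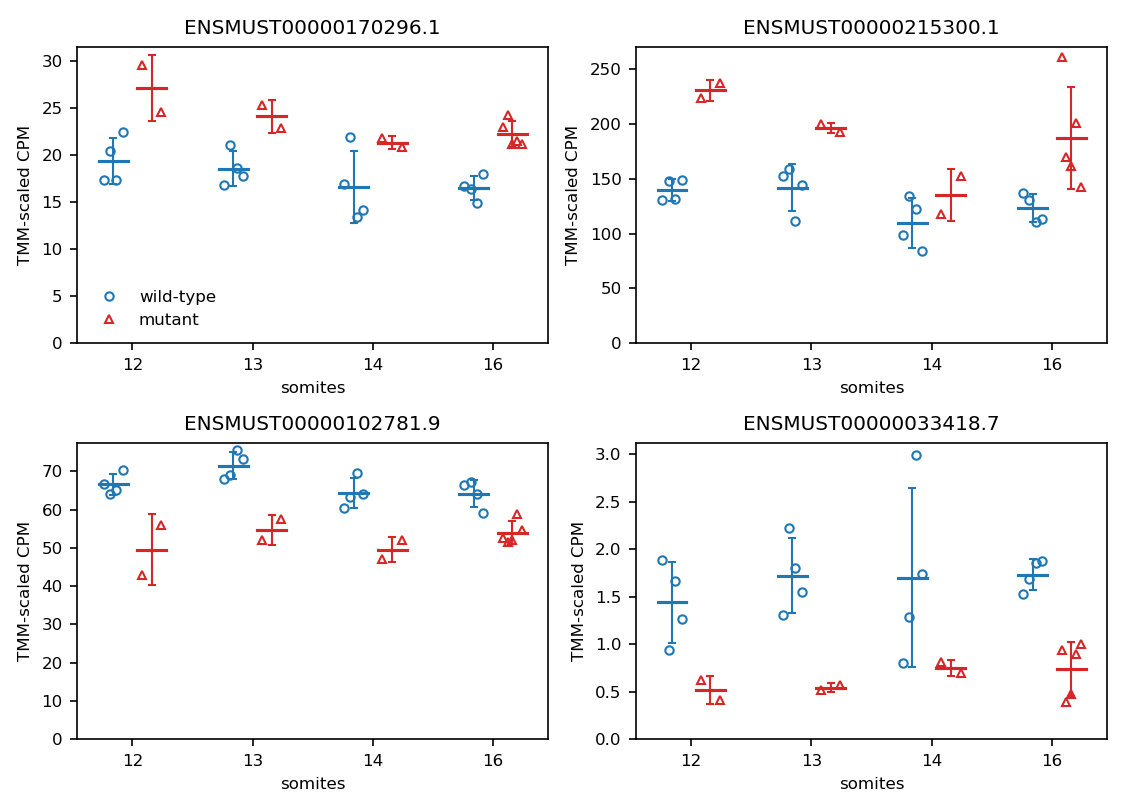
TMM-scaled CPM of 4 transcripts by somite number; each point is 1 embryo, circles are wild type, triangles are mutants, and bars show the mean and SD of the group. The upper pair was higher in mutants and the lower pair lower, and only ENSMUST00000102781.9 has no overlap between the genotypes, with all 11 mutants at or below 58.9 CPM and all wild-type embryos at or above 59.2 CPM.

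The same contrast was then made within each stage, with the spread estimated from all 8 groups. No transcript passed an adjusted p of 0.05 at 12 somites, where 1740 had an unadjusted p under 0.05, or at 16 somites, where 2784 did. At 13 somites 3 transcripts were called and at 14 somites another 3, all lower in mutants, with adjusted p between 1.71e-07 and 0.0237 in edgeR's test. At an unadjusted p under 0.05 there were 1539 transcripts at 13 somites and 1405 at 14 somites, below the 2270 expected if none differed. All 6 called transcripts had 0 counts in both mutants of the stage and a count in each of the 25 other embryos. Wild-type means at the stage ran from 1.02 to 3.66 CPM. Set against a floor of 3 counts per mutant library, which covers counting error only, the 6 transcripts were at least 9.05-fold to at least 30.9-fold lower in mutants. None of the 6 was called when each stage was fitted on its own embryos.

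**Figure D3:**
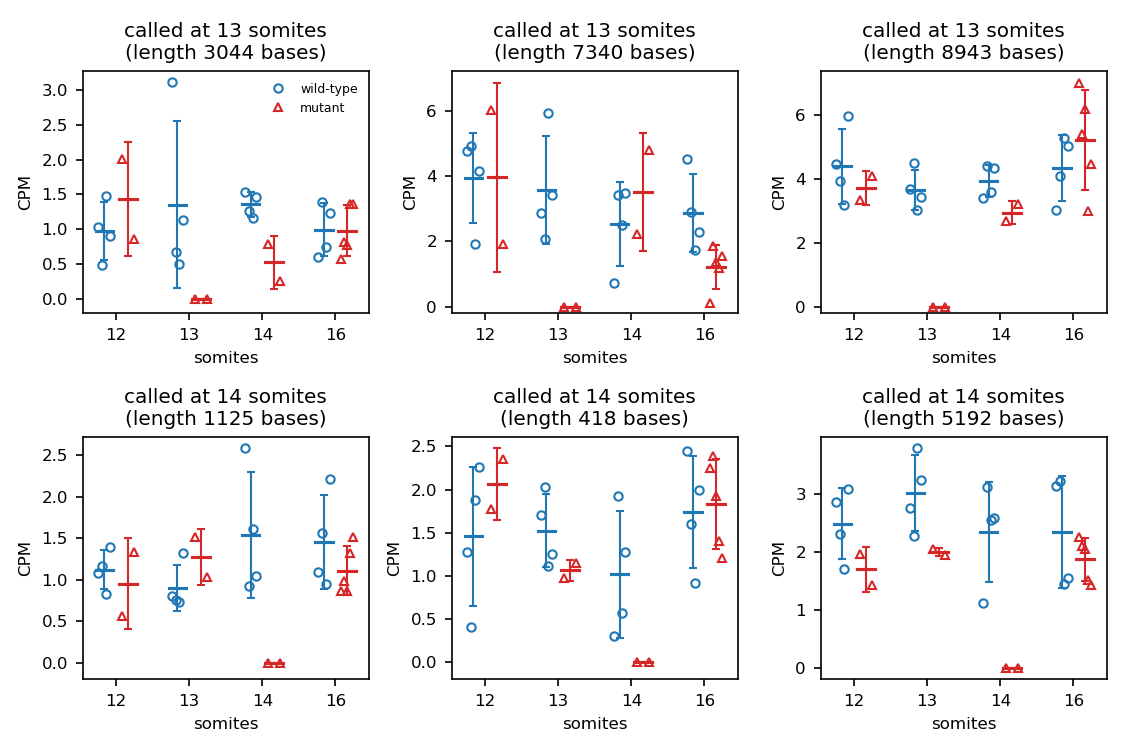
CPM of the 6 transcripts called at 13 or 14 somites, by somite number; each point is 1 embryo, circles are wild type, triangles are mutants, and bars show the mean and SD of the group. Both mutants of the called stage are at 0 in each panel, while the mutants of the other stages are above 0.

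Whether the genotype effect differed between stages was tested with the 3 interaction terms together. edgeR called 3 transcripts, with adjusted p of 4.94e-06, 0.000278 and 0.00331, and each was among the 6 with 0 counts in both mutants of a stage. At an unadjusted p under 0.05 there were 1340 transcripts. As many or more transcripts were called in 36 of 100 splits of the embryos within stages, so the count was within what other splits of these embryos gave.

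Change with somite number was described in each genotype on its own. In the 16 wild-type embryos 8 of 36763 transcripts had a slope per somite with an adjusted p under 0.05 in edgeR's test, 6 rising and 2 falling. At an unadjusted p under 0.05 there were 1006, where 1838 were expected. The count was 4 without embryo 2 or embryo 4 at 16 somites. The slopes of the 8 ran from -0.24 to 0.72 log2 units per somite. Without the embryos of 16 somites no transcript was called, and 2064 had an unadjusted p under 0.05. In the 11 mutants 10 of 39151 transcripts were called, 7 rising and 3 falling, and 3 without mutant embryo 5 at 16 somites. At an unadjusted p under 0.05 there were 2376 in mutants, where 1958 were expected. In simulated mutants 5 of 10 such calls were false. For 3 of the 10 transcripts called in mutants, with slopes of -3.35, -2.55 and 3.77, between 6 and 8 of the 11 mutants were at 0, so their slopes rest on few embryos. Each trend was then looked up in the embryos of the other genotype. All 8 called in wild type had the same sign in mutants, 7 of them with an unadjusted p under 0.05, and 4 were called in both. Of the 10 called in mutants 9 had the same sign in wild type. These counts share 4 transcripts, and transcripts are not independent of each other. Across the 35349 transcripts tested in both genotypes the slopes had a Pearson r of 0.055 and a Spearman rho of 0.146. Among the 34 with a mean of at least 1 CPM and p under 0.001 in wild type, 94.1% had the same sign in mutants, against 59.8% of all transcripts at that level.

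The transcript with the smallest p in wild type, 1816 bases long, rose by 0.27 log2 units per somite with a standard error of 0.030 and an adjusted p of 0.00281, and by 0.37 with a standard error of 0.041 and an adjusted p of 0.0111 in mutants. A direct test of the difference between the slopes with edgeR called 0 of 45394 transcripts. At an unadjusted p under 0.05 there were 2080, where 2270 were expected. DESeq2 called 111 for this difference, and its false calls were not simulated for it.

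**Figure D4:**
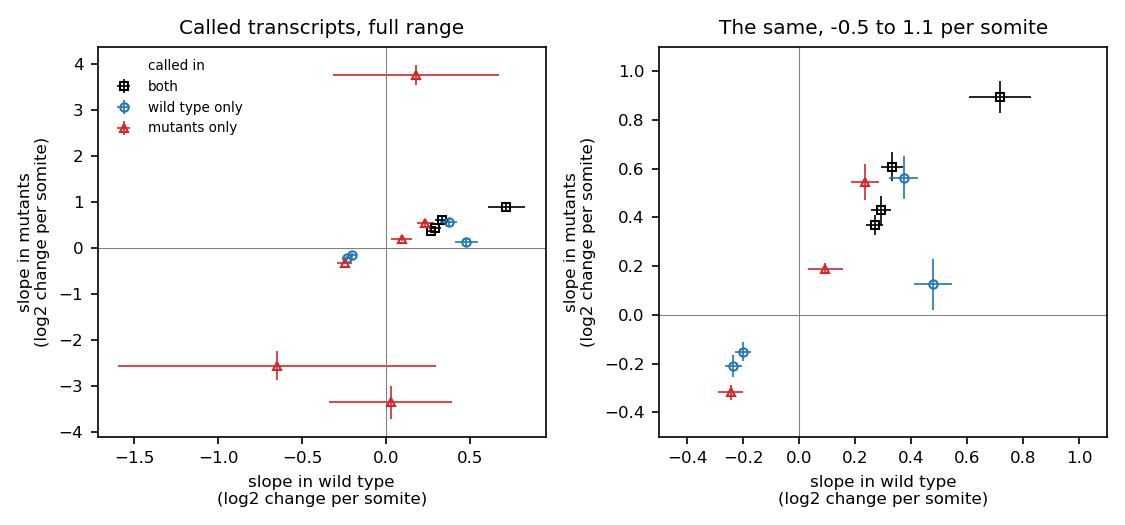
Slope per somite in mutants against that in wild type for the 14 transcripts called in either genotype, as log2 change per somite with standard errors (left, full range; right, from -0.5 to 1.1); squares were called in both genotypes, circles in wild type only and triangles in mutants only. All 8 transcripts called in wild type have the same sign in mutants, and the 3 with mutant slopes of -3.35, -2.55 and 3.77 lie far from the rest.

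A mutant tailbud that was older or younger than a wild-type one of the same somite number would show a genotype effect related to the wild-type trend. Across 45394 transcripts, which are not independent replicates, the genotype log2 fold change and the wild-type slope had a Pearson r of -0.087 and a Spearman rho of -0.050. Both use the same wild-type libraries, so the values were compared with permutations and not with 0. In 100 permutations of genotype within stages r ran from -0.326 to 0.00038, with a median of -0.140. For rho the permutations ran from -0.324 to 0.044. What moved the median of r from 0 was not tested, and without the embryos of 16 somites it was -0.0144. The observed values over all stages lay within the permuted ranges, with a permutation p of 0.47 for r and 0.37 for rho, two-sided. For the 8 transcripts called in wild type alone r was -0.886 and rho -0.929, with permutation p of 0.03 and 0.04. These 8 were chosen on the wild-type slopes and were not chosen anew in the permutations, whose r ran from -0.937 to 0.908.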

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

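The sums of opposing neighbours and the comparison of totals for wild-type embryo 4 at 14 somites were chosen only after the results they bear on had been seen. Chance alone sets an embryo apart in about 1 in 20 of the comparisons with its group, and 50 such comparisons (5 groups of 4 or 5 embryos, with 6 measures of the library and 4 transcripts) set 2 apart where 2.5 were expected.

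Mutant embryo 1 at 16 somites stood apart from its group by its mean r to the other mutants of the stage, 0.836 against 0.874 to 0.878. It also had the lowest total, 20908470 counts. Depth was tested by thinning every library to that total: the embryo then had an r of 0.841 against 0.879 to 0.883 for the other 4, which argues against depth as the cause. A loss of reads that depends on transcript length would show as a slope of its log2 ratio to the group on log2 length; the slope was -0.028, smaller in size than that of 13 other embryos, which argues against it too. What remains open is a difference in the tissue taken, in the quality of the RNA or in the embryo itself, none of which was tested. The labels give no reason to leave it out. Without it 5 transcripts were called for genotype over all stages, 4 of them among the 7 called with it, and 5 for the interaction in place of 3, the 3 among them.

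Wild-type embryo 4 at 14 somites stood apart by its share of counts in transcripts outside the filter, 0.246% against 0.129% to 0.139% in the other 3. Its total was 25986710 counts, above the 25937663 of embryo 2, whose share was 0.129%, which argues against lower depth as the cause. Its log2 ratio to the group rose with transcript length by 0.234 per doubling, the steepest slope of all 27 embryos; the next was -0.147 in embryo 2 of the same group, whose reference includes embryo 4. A loss of reads that depends on transcript length, such as from a difference in RNA quality or library preparation, may therefore be behind it. A biological difference between this embryo and the others was not tested. Without it 18 transcripts were called for genotype over all stages, the 7 among them, and 12 for the wild-type trend in place of 8.

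The genotype effect differed between stages for 3 transcripts in the interaction test, and 6 transcripts were called at 13 or 14 somites; each had 0 counts in both mutants of the stage. Zeros of this kind occur throughout the data: of 24421 tested transcripts with a mean of at least 1 CPM, 4790 were at 0 in at least 1 embryo. Of the 672 at 0 in exactly 2 embryos, 10 had the 2 mutants of one stage as that pair, where random pairs of embryos give 5.74 (exact binomial p 0.0878, two-sided). In 36 of the 100 splits of the embryos within stages as many transcripts had an interaction. Zeros that fall in any 2 embryos may thus explain these calls, and with 2 mutants per stage such pairs look like an effect. Reads assigned to other transcripts with shared sequence were tested through the 3 neighbours on either side in the table: for 0 of the 6 transcripts did the neighbours gain at least 50% of the loss. The gains ran from -59.9% to 31.3%, and between 23.6% and 64.2% of the transcripts of the same level had neighbours with a gain as large. When neighbours with opposing residuals were summed, an alternative chosen after the data were seen, 1 of the 6 was joined to another transcript. The sum was still called at 13 somites (edgeR adjusted p 0.00856) but no longer for the interaction (0.143), which leaves 2 of the 3 interaction calls. Since the tables do not name the transcripts that share sequence, partners farther away were not covered, and this explanation cannot be told apart from a true absence.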

How the results depend on the processing

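The alternatives were fixed before the data were examined, except the covariate of on-off transcripts, the robust fit and the sums of opposing neighbours, which were chosen afterwards. RLE normalization and the effective length offset left all 9 counts of called transcripts within 1.5 times, and so did the on-off covariate and the robust fit for the 6 counts they were run on.

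The pooled genotype effect, 7 transcripts, moved under 10 alternatives. It was 3 with no filter, 27 with the filter at a mean CPM of at least 1 (fewer transcripts tested), 4 with a numeric somite covariate, 15 with no stage covariate, 18 with 1 surrogate variable (0.864 in mutant embryo 1 at 16 somites, from -0.174 to 0.154 elsewhere; 5 without that embryo), 42 with limma voom with quality weights, 25 with opposing neighbours summed, and 0 without 16 somites (18 embryos left), where 2282 had an unadjusted p under 0.05. The 27, 18, 42 and 25 each included the 7; the 3 included 2 of them, and the 4 and the 15 included 4. Apart from the filter and the loss of embryos, the cause was not tested. With DESeq2 the counts were 189 for the pooled effect, 298, 232, 185 and 253 at 12, 13, 14 and 16 somites, 17 for the interaction, 42 and 152 for the trends in wild type and mutants, and 111 for the difference in trend. The cause was not tested; DESeq2 was simulated for the pooled effect alone, where 94 of its 176 calls were false, against 5 of 72 for limma voom with quality weights. Fits on the samples of that stage only gave 1 transcript at 12 somites and 0 at 13 and 14 somites, where fewer embryos set the spread; at an unadjusted p under 0.05 they gave 1545 and 879. Without 16 somites 0 transcripts had a trend in wild type, from 12 embryos in place of 16. The relation of genotype effect to wild-type trend was past its threshold only for the 8 called transcripts, r -0.886, a choice of transcripts that the permutations did not repeat.

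Leaving out 1 embryo gave from 1 to 23 transcripts for the pooled effect (27 fits; 23 without wild-type embryo 2, and 18 without embryo 4, at 14 somites), from 0 to 1 at 12 somites, from 3 to 4 at 13, 4 at 14 in all 4 fits, and from 0 to 1 at 16 somites. The interaction gave from 3 to 5 (5 without mutant embryo 1 at 16 somites). The trends gave from 4 to 12 in wild type (4 without embryo 2 or 4 at 16 somites) and from 3 to 12 in mutants (3 without embryo 5 at 16 somites), and the difference in trend from 0 to 1. The 4 named transcripts kept their sign in these 27 fits and in 14 other alternatives each.

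Same-numbered embryos of the 2 genotypes did not deviate together (r from -0.068 to 0.027 in 10 pairs, none over 0.1), so no pairing by number was seen. Where a group held 2 mutants their deviations mirror each other, and a pair with unlike numbers reached 0.119. A weak pairing is therefore not excluded. With the replicate block 0 transcripts were called for the pooled effect, at any stage or for the interaction; at an unadjusted p under 0.05 there were 2129 for the pooled effect, 1092, 741, 854 and 1712 at the stages in order, and 589 for the interaction. The block leaves fewer degrees of freedom for the spread.

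Not run, for want of gene names: the gene-level sums, all settings with Y-linked genes, the gene list tests, Jarid2 and the genes near it, and the segmentation clock spread. Fits that left out a mutant at 12 to 14 somites were made for the pooled effect and the trends, not for the stages or the interaction. Low transcripts were recovered less often: of the simulated changes of the pooled effect 33% were recovered over all levels, and 62.9% at a mean of at least 1 CPM; whether depth or the spread between embryos sets this was not tested.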

Other observations

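The tests of sex and of the somite number read from the tailbud, the covariate of on-off transcripts and the sums of neighbouring transcripts were chosen only after the results they bear on had been seen.

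The 7 transcripts called for genotype over all stages were matched by 1 of 100 splits of the embryos within stages, the real one; the other 99 gave at most 1 call. For the trend within a genotype, a split instead exchanged the somite numbers among all embryos of that genotype. The 8 called for a trend in wild type and the 10 in mutants were matched by 1 of 100 such splits, the real one, with at most 1 and 7 calls in the others. With 0 transcripts called at 16 somites and 0 for the difference in trend, all 100 of 100 splits had to give as many, so these counts decide nothing. The number with an unadjusted p under 0.05 was reached by 2 of the 100 splits for genotype (3462), 14 at 16 somites (2784), 86 for the interaction (1340), 48 for the wild-type trend (1006), 14 for the mutant trend (2376) and 36 for the difference in trend (2080), the real one included. By this measure the genotype effect alone stood out; the trends did so by their called transcripts, not by a wider change.

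A set of 4 transcripts was on in 16 embryos and off in 11 as one. Where on, their levels ran from 2.76 to 30.6 CPM, and where off none exceeded 0.455 CPM. They were on in 11 of 16 wild-type and 5 of 11 mutant embryos (Fisher's exact test, two-sided p 0.264). The sex of the embryos is a candidate explanation. It would give transcripts of the opposite pattern, and 2 of 24421 were higher in every embryo of the off set than in every embryo of the on set, by 1.47-fold and 2.23-fold, while 100 random assignments of the embryos gave 0. A variant that segregates in the strain was not tested, and the tables do not name the genes. As this set is unevenly spread over the genotypes, its level was also used as a covariate: all 7 transcripts called for genotype stayed within 1 standard error of their change and 5 remained called, which argues against it as the cause of those calls.

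The tailbud transcripts that change with somite number in wild type can be read as a clock. From the 8 called ones, mutants read as younger than wild-type embryos of the same somite number, with differences (mutant minus wild type) of -1.5 somites at 12, -0.818 at 13, -0.32 at 14 and -0.623 at 16 somites. The mean difference over the stages was -0.814, and between -0.926 and -0.726 when any 1 embryo was left out of the averages. The difference at 14 somites rested on single embryos: it was 0.0308 without wild-type embryo 1, -0.0443 without mutant embryo 2 and -0.769 without wild-type embryo 4. With 2 mutants against 4 wild-type embryos an exact permutation test of 1 stage cannot go below p 0.0667; the 4 stages gave 0.0667, 0.133, 0.667 and 0.159 (adjusted over the stages 0.212, 0.212, 0.667 and 0.212). When the 34 transcripts with the largest slope relative to its error were chosen anew from the embryos called wild type in each of 1000 permutations of genotype within stages, the observed difference was -0.675 somites, outside the central 95% of the permutations, -0.525 to 0.499 (permutation p 0.009, two-sided). A difference in developmental age between genotypes may therefore be present. Across all 45394 transcripts r was -0.0866, within the permuted range of -0.326 to 0.000378. The median of the permutations was -0.140, so the observed r lay on the side opposite to that of younger mutants (permutation p 0.47). Without 16 somites r was -0.0766 against a median of -0.0144, on the side of younger mutants but within the permuted range (permutation p 0.31). A simulated age shift of 1 somite gave a positive r of 0.248 across the 45394 transcripts, outside its permuted range of -0.365 to 0.13. Every transcript was moved along its fitted wild-type slope in that simulation. Error in these slopes was thus treated as true trend, so a real shift of 1 somite could give a smaller r. A shift to the younger side, where r would be negative, was not simulated, which keeps the test open for that side. Of the 6 transcripts rising in wild type 5 had a steeper slope in mutants. An uneven count of somites or a difference in litter between genotypes was not told from a difference in age, since the labels give no litter. A genotype effect on the trend transcripts themselves, without a difference in age, was not told from it either.

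Transcripts next to each other in the tables more often moved in opposite directions than random pairs did. Among 25600 adjacent pairs 8.01% had residuals with a correlation under -0.5, against 2.54% of random pairs, and the share was 4.26% at 2 places and 2.72% at 5 places apart. Correlations over 0.5 were also more frequent in adjacent pairs, 5.57% against 3.03%. Opposing neighbours summed left 41478 features and gave 25 calls for genotype in place of 7, the 7 included; none of the 7 was itself summed. Division of reads between transcripts of one gene is a candidate source of part of the spread that limits the test per transcript, though the sums were chosen from the same residuals that set the spread.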
